A study of Danio rerio with 4 samples.

How the data were processed

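Single-cell RNA was measured in 4 libraries from zebrafish larvae, 1 library in each of 4 groups. Dechorionated embryos were kept at 28 °C in E3 medium in wells of 40 to 50 and received either the solvent DMSO or 20 µM SB431542, an inhibitor of ALK5 (the TGF-β type I receptor, written ALK5i here), from 30 to 50 hours post fertilization (hpf). Whole larvae were minced and digested for 10 min at 37 °C, and fluorescent cells were sorted: gata2b GFP+ cells at 3 days post fertilization (dpf) and mpeg1.1 mCherry+ cells at 6 dpf. Libraries were made with the 10x Genomics Chromium Next GEM 3′ v4 kit.

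The deposited values are counts: unique molecular identifiers (UMIs) per gene and cell barcode, not normalized, made by the authors with Cell Ranger 9.0.0 per the file headers. The headers and labels do not state the genome build, the annotation release or the cell-calling settings, so genes are given by symbol and Ensembl identifier and no positions are printed. Each library lists the same 27758 features, of which 13 are reporters and other sequences with no Ensembl identifier. No barcode held fewer than 500 UMIs. The deposited barcodes held 97212191 UMIs in the 3 dpf DMSO library, 60001771 in the 3 dpf ALK5i library, 20481201 in the 6 dpf DMSO library and 12121332 in the 6 dpf ALK5i library.

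Cells were kept with at least 500 UMIs, at least 300 genes and at most 10% of UMIs from mitochondrial (mt-) genes. The minimum of 300 genes removed 206 and 768 barcodes at 3 dpf (DMSO, then ALK5i) and 99 and 61 at 6 dpf. Doublets were called with Scrublet as built into scanpy 1.11.5, with an expected 0.4% per 1000 cells. Scrublet called 2762 cells (8.09%, against 13.7% expected) and 1930 cells (7.03%, against 11.0%) at 3 dpf. It called 4 and 5 cells at 6 dpf, and all calls were removed. Doublets of like cells escape such calls.

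The libraries of a stage were clustered together without batch correction, since treatment and library are the same split. Counts were log-normalized, and 2000 variable genes were taken without the tested gene lists, mt- genes and added sequences. Leiden clustering (resolution 1, 4 iterations, seed 1) ran on 30 principal components and 15 neighbours per cell. Clusters of blood-like classes were then clustered once more on their own. The first round gave 36 clusters at 3 dpf and 28 at 6 dpf, and the round on blood-like cells gave 26 and 14. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.

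The labels name no cell types per barcode, so all classes were rebuilt here from marker lists. There were 27 marker classes, 8 of them blood-like: HSPC (hematopoietic stem and progenitor cell), erythroid, thrombocyte, neutrophil, macrophage, microglia, mast or eosinophil, and lymphoid. Of 384 marker symbols, 369 matched the features by exact symbol. A marker counted for a cluster with a UMI in at least 10% of its cells and a level at least 1.5-fold above the other clusters. A cluster took the class with most counted markers, given at least 3. Further conditions on names were set after the clusters had been seen. A cluster stayed unnamed when classes tied, when another class had more markers among its 10 leading genes (genes seen in like shares of cells in every cluster were not counted as leading), or when its median depth was under the library median divided by 3 and no leading gene was a marker of its class. In the first round it counted as blood-like only when its blood class had more than 2 times as many markers as any tissue outside blood. The round on blood-like cells named clusters without this condition. Among blood-like cells at 6 dpf there thus remained a microglia-like cluster of 39 (DMSO) and 51 (ALK5i) cells with 3 microglia markers against 2 of liver or intestine, and an unnamed one of 16 and 20 cells with 13 mesenchyme markers. Blood-like clusters without a name among blood-like cells stayed macrophage-like or microglia-like where their first-round clusters had that name. Unnamed clusters held 3.42% (DMSO) and 3.39% (ALK5i) of kept cells among blood-like cells at 3 dpf, and 17.3% and 13.0% outside them. At 6 dpf they held 0.808% and 1.70% among blood-like cells, and 9.60% and 8.65% outside them. Clusters led by blood markers but mixed with markers of another tissue were kept out of the blood-like cells. They held 0.207% and 0.0979% (mixed with mesenchyme markers) and 0.0541% and 0.125% (mixed with epidermis markers) at 3 dpf, and 1.62% and 2.46% (mixed with metaphocyte markers) at 6 dpf. Macrophage-like is used for macrophage-like and microglia-like cells together unless they are given apart.

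UMIs were summed over the cells of a class in each library and scaled to CPM (counts per 1e6 UMIs of the class total). Ratios are log2 of ALK5i CPM + 5 over DMSO CPM + 5. Gene lists for the TGF-β response, inflammation, the interferon response, G2/M, S phase, dissociation stress and globin held 324 symbols, 300 of which matched. No gene was shared between lists, and no member of a list other than globin was a marker of any class. Globin members are also erythroid markers, and that list was used to follow free RNA of red cells. A list value is the median log2 ratio of members with at least 10 UMIs over both libraries. Its interval comes from 2000 Poisson draws, and its percentile from 10000 random lists of equal size matched on expression in bins of 100 genes. The percentile ranks a list among genes of 2 single libraries and is no test between treatments. Cycling cells had at least 2 G2/M UMIs after thinning to 1000 UMIs per cell, and shallower cells were left out. Shares carry exact (Clopper-Pearson) binomial intervals at the 95% level, and a CPM from 0 UMIs was given a floor of 3 counts. All intervals cover counting error only and not the spread between embryo pools, sorts or libraries. Those of ratios, lists and CPM treat each UMI as independent, so they also leave out the spread between cells.

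With 1 library per group, no test between treatments was possible within a stage. No fit over both stages, which also differ in the sort, was made. No p-values, standard errors or counts of changed genes are given. Treatment, embryo pool, sort and library cannot be told apart. The gene lists, markers, thresholds for cells, comparisons and main alternatives were chosen before the data were examined. Comparisons of macrophage-like cells at 3 dpf, of shares of other classes, and of the reporters were added afterwards. Genes were named by a rule: at least 100 UMIs over both libraries in the class and a UMI in at least 5% of the cells of a library, without mt-, ribosomal protein and own marker genes. The 5 highest and 5 lowest ratios were taken. From each list came the members with the largest rise and fall among those with at least 30 UMIs, and gata2b (3 dpf) and mpeg1.1 (6 dpf) were always included. The ratio outside the class was computed beside each.

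Alternatives were a minimum of 1000 UMIs, a maximum of 5% mt- UMIs, doublet calls kept, resolutions 0.5 and 2, genes centred within each library, a pseudocount of 1 CPM, list members with at least 1 UMI, the mean over cells of CPM, TMM factors (edgeR 4.0.16 in R 4.3.3), median-ratio size factors (DESeq2 1.42.0), thinning to 2000 UMIs and a cycling minimum of 1 G2/M UMI. Libraries matched in depth before clustering and 2 other sets of cells in place of the HSPC-like clusters were added after the data had been seen. The pipeline from sums to ratios was tested on simulated data, in which 200 genes were changed by a log2 of 1. All 200 came out in the right direction in each class. Intervals were scored against the expected ratio, itself computed with the pseudocount of 5 CPM. They held it for 97.0% of changed genes in HSPC-like cells, 95.0% in macrophage-like cells at 6 dpf and 93.0% at 3 dpf. Counts were drawn with the Poisson error that the intervals assume, so shares near 95% were set by design. They test neither recovery of the full log2 of 1 nor the spread between cells. Lists with a known shift of 0.5 came out at 0.29, 0.38 and 0.32, so the pseudocount of 5 CPM makes list medians smaller than the true shift.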

Results

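Zebrafish embryos were given DMSO or the ALK5 inhibitor SB431542 from 30 to 50 hpf, and transcriptomes of sorted single cells were read later. There were 4 libraries, 1 per group: gata2b GFP+ cells at 3 dpf and mpeg1.1 mCherry+ cells at 6 dpf, each with DMSO and with the inhibitor (ALK5i). Both 3 dpf libraries were large, with 34398 barcodes (DMSO) and 28261 (ALK5i), and the 6 dpf libraries held 2125 and 1272. After filters and removal of doublet calls, 31397 and 25543 cells were kept at 3 dpf and 1980 and 1179 at 6 dpf. Median depth was 2316 and 1740 UMIs per kept cell at 3 dpf, so the ALK5i library was the shallower one. At 6 dpf the medians were 5681 and 6452 UMIs. Each value rests on 1 library per group, so treatment, embryo pool and library cannot be told apart, and differences are given with counting error only.

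What the 3 dpf sort had enriched was examined first with reporter sequences and gata2b. GFP was listed at 0 UMIs in each of the 4 libraries, with a floor of 0.0355 CPM (DMSO) and 0.0569 CPM (ALK5i) at 3 dpf. UMIs of EYFP, another fluorescent protein listed among the features, numbered 65276 (772 CPM) with DMSO and 32263 (612 CPM) with ALK5i. EYFP was concentrated in HSPC-like cells (3919 and 3556 CPM) and in lymphoid-like cells (4181 and 3891 CPM), against 33.6 and 20.2 CPM in macrophage-like cells. An EYFP UMI was found in 79.4% (DMSO) and 76.2% (ALK5i) of HSPC-like cells, which had median depths of 4345 and 3240 UMIs. In macrophage-like cells, which served as background at median depths of 2602 and 1833 UMIs, the shares were 6.48% and 1.99%. The endogenous gata2b gene (ENSDARG00000009094) stood at 160 and 156 CPM in HSPC-like cells and at 171 and 197 CPM in lymphoid-like cells. A gata2b UMI was present in 37.5% and 32.6% of HSPC-like cells and in 0.363% and 0.0834% of macrophage-like cells. The gata2b log2 ratio in HSPC-like cells was -0.037 (interval -0.19 to 0.11), so no difference was detectable at this depth.

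**Figure D1:**
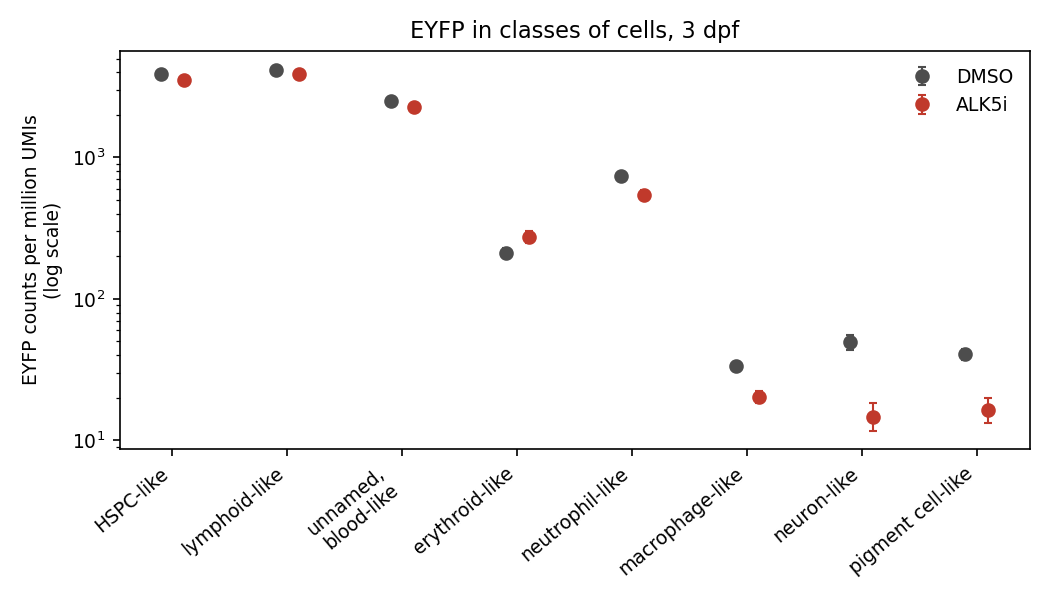
EYFP CPM (log axis) in 8 classes of cells at 3 dpf, in the DMSO library (grey) and the ALK5i library (red), with 95% counting intervals as bars. HSPC-like and lymphoid-like cells lie between 3556 and 4181 CPM, and macrophage-like cells lie at 33.6 and 20.2 CPM.

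Cell composition at 3 dpf was compared to ask whether the inhibitor had changed which cells the sort returned. Blood-like cells were 50.8% of kept cells with DMSO (15937 cells, interval 50.2% to 51.3%) and 54.5% with ALK5i (13927 cells, 53.9% to 55.1%), a difference of 3.76 percentage points (2.94 to 4.59). The alternative that moved this most was a minimum of 1000 UMIs per cell, which gave 6.40 points. HSPC-like cells made up 8.45% (1347 cells, 8.02% to 8.89%) and 7.35% (1023 cells, 6.92% to 7.79%) of blood-like cells, a difference of -1.11 points (-1.72 to -0.49). As a share of all kept cells they stood at 4.29% and 4.01%, and that difference of -0.29 points (-0.62 to 0.047) was not detectable at this depth. Erythroid-like cells went from 6.51% to 4.09% of blood-like cells (-2.43 points, -2.94 to -1.92) and lymphoid-like cells from 12.7% to 10.3% (-2.35 points, -3.07 to -1.62). Centring within libraries gave -1.09 points for lymphoid-like cells, but with a smaller class (5.94% and 4.84%). Macrophage-like and microglia-like cells together went from 62.3% to 68.9% (6.55 points, 5.47 to 7.63). Microglia-like cells alone went from 7.98% to 10.7%. Neutrophil-like cells (3.31% and 3.15%) did not differ detectably. The 3 unnamed blood-like clusters held 6.73% and 6.22%, so the HSPC-like share depends on where they are placed. In each of them HSPC markers came first or tied, but the one of 380 and 301 cells had only 1 such marker, with mpeg1.1 at 123 CPM.

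The cells that were not blood-like also differed between the 3 dpf libraries. Pigment cell-like cells were 18.4% of kept cells with DMSO and 15.03% with ALK5i (-3.32 points, -3.94 to -2.71). A minimum of 1000 UMIs gave -7.85 points (26.7% and 18.8%). Resolution 0.5 gave -1.25 points, but with a smaller class (6.94% and 5.69%). Unnamed clusters that were not blood-like were 17.3% and 13.02% (-4.25 points, -4.84 to -3.66). Nearly all of their cells lay in clusters of 2812 and 1693, 1580 and 927, and 948 and 649 cells (DMSO, then ALK5i). Pigment cell markers came first in each of these, although the conditions for a name were not met. The fall of pigment cell-like cells thus depends on where these clusters are placed. Neuron-like cells were 4.14% and 6.77% (2.63 points, 2.25 to 3.01). Neural progenitor or glia-like cells were 1.09% and 2.15% (1.06 points, 0.848 to 1.28). Their sum with the blood-like cells is fixed at the whole library, so a lower share of 1 class raises the others.

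**Figure D2:**
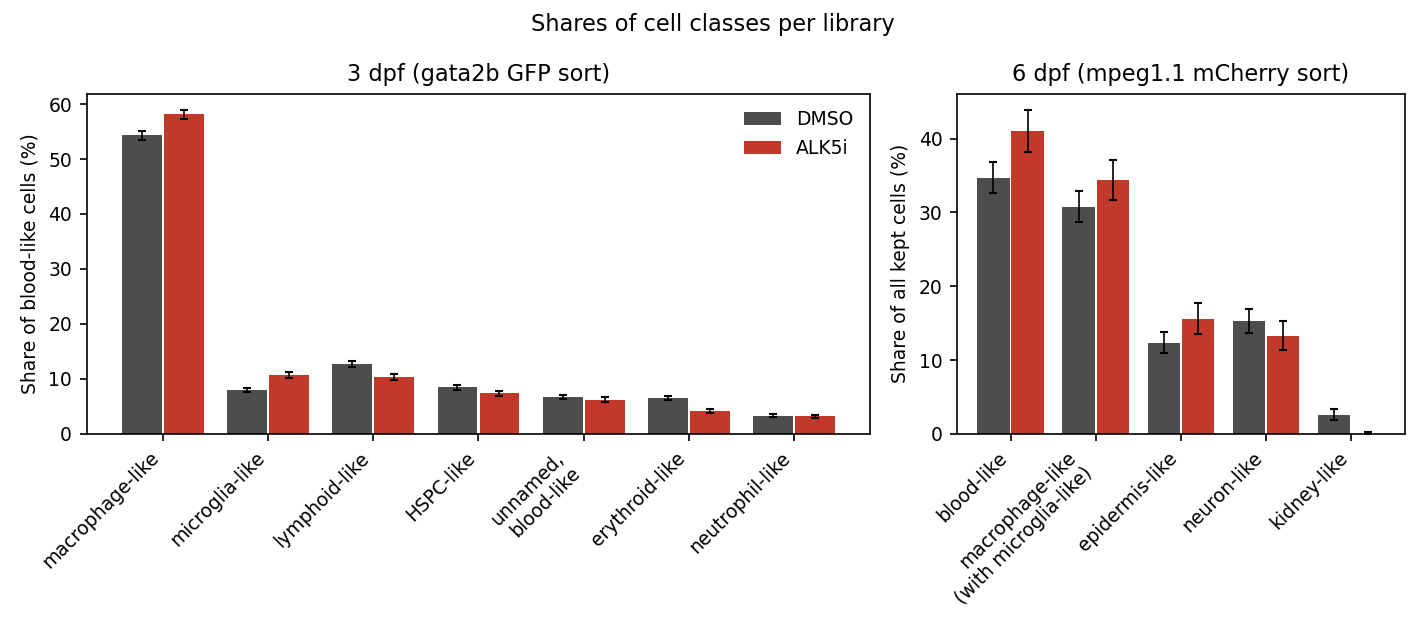
Shares of cell classes per library in percent, at 3 dpf among blood-like cells (left) and at 6 dpf among all kept cells (right), with DMSO in grey, ALK5i in red and exact binomial 95% intervals as error bars. Macrophage-like cells without microglia-like cells rose from 54.3% to 58.2% of blood-like cells at 3 dpf, and kidney-like cells were 2.53% with DMSO and 0 of 1179 cells with ALK5i at 6 dpf.

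Whether the earlier block of ALK5 left a mark on expression in HSPC-like cells was asked with fixed gene lists. In this class 5860877 UMIs (DMSO) and 3323869 UMIs (ALK5i) were summed, and the median log2 ratio of all 13922 genes was -0.042. The TGF-β response list had a median log2 ratio of -0.15 (29 members, interval -0.24 to -0.035), at percentile 1.96 among random lists, with 8 members up and 21 down. The alternative that moved it most was centring genes within each library, which gave -0.055. The same list stood at -0.065 (-0.090 to -0.041) in all other cells of the libraries. The inflammatory list had a median of -0.11 (49 members, -0.16 to -0.010), at percentile 3.53. Its direction was not stable: 4 alternatives, among them a minimum of 1000 UMIs (0.054), gave a median above 0. In all other cells the inflammatory list stood at 0.13 (0.11 to 0.14). The interferon list (27 members) stood at -0.080 (-0.18 to 0.023), which was not detectable at this depth, and at -0.0044 in all other cells.

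Division of HSPC-like cells was compared at an equal depth of 1000 UMIs per cell. Cycling cells were 67.0% (891 of 1330, 64.4% to 69.5%) with DMSO and 67.2% (662 of 985, 64.2% to 70.14%) with ALK5i, a difference of 0.22 points (-3.73 to 4.13). This left out 17 and 38 shallow cells, and the unthinned shares were 74.3% and 73.1%. Neuron-like cells gave a background of 8.32% and 11.4% at median depths of 2291 and 1561 UMIs, which itself differed by 3.11 points (0.61 to 5.61). The alternative that moved the difference of HSPC-like cells most was resolution 0.5, which gave 3.38 points with shares of 19.8% and 23.2%, so the share itself depends strongly on which clusters count as HSPC-like. The G2/M list (52 members) had the other sign, at -0.11 (-0.15 to -0.069), and reversed to 0.19 at resolution 0.5. Of 14 alternatives 8 moved it towards 0, as far as -0.00028 in cells with at least 3 EYFP UMIs, so the fall was not stable. In that set of cells, lymphoid-like cells outnumbered HSPC-like ones. The S phase list stood at -0.041 (-0.13 to -0.0037) and also changed sign under 4 alternatives. Of the technical lists, dissociation stress stood at 0.0071 (-0.061 to 0.12) and globin at -0.85 (8 members, -1.02 to -0.68). In all other cells the G2/M list stood at 0.034 (0.0057 to 0.047), S phase at 0.052, stress at 0.073, and globin fell by 0.37.

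Single genes in HSPC-like cells were taken by rule from 7256 genes. The highest ratio was that of cd27 (ENSDARG00000105423), which rose from 66 to 92 UMIs (11.3 to 27.7 CPM, log2 1.01, interval 0.66 to 1.33) and stood at 0.14 outside the class. A pseudocount of 1 CPM, the alternative that moved cd27 most, gave 1.23. The proapoptotic gene bcl2l11 (ENSDARG00000079144) rose from 49.3 to 90.6 CPM (log2 0.82, 0.59 to 1.04) and stood at 0.028 outside the class. The other 3 highest, fabp7a, angptl4 and hist1h2a4, had ratios between 0.76 and 0.93, and rose by 0.65, 0.21 and 0.23 outside the class. The share of HSPC-like cells with a fabp7a UMI fell from 5.42% to 2.54%, so its rise did not come from more cells. The lowest ratio was that of cyp1a (ENSDARG00000098315), at 97.3 and 31.9 CPM (log2 -1.47, -1.75 to -1.22), and it fell by 0.94 outside the class as well. The globin genes hbbe1.1 (ENSDARG00000113599) and hbbe1.3 (ENSDARG00000087390) followed at -1.39 and -1.33. The microglia marker apoeb (ENSDARG00000040295) and the macrophage marker grn1 (ENSDARG00000089362) fell from 27.8 to 9.33 CPM and from 21.3 to 6.92 CPM, while their ratios outside the class were -0.0082 and -0.24. Among list members, skila (ENSDARG00000023933) had the lowest TGF-β response ratio, -0.47 (-0.88 to -0.10), and tnfa (ENSDARG00000009511) the lowest inflammatory ratio, -0.60 (-1.02 to -0.18), from 50 and 13 UMIs. The largest rises in those lists were id2a at 0.20 and cxcl8a at 0.52, and these genes rose by 0.22 and 0.54 outside the class. The interferon list ran from mxf at -0.97 (49 and 6 UMIs) to isg15 at 0.39, and the G2/M list from bub1bb at -0.33 to birc5a at 0.24. In the DMSO library, tnfa stood at 8.53 CPM in HSPC-like cells against 134 CPM outside, and mxf at 8.36 against 146 CPM. Outside the class tnfa rose by 0.59 and skila by 0.13, and mxf stood at -0.040. For tnfa and mxf, less free RNA and a change in the cells cannot be told apart.

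**Figure D3:**
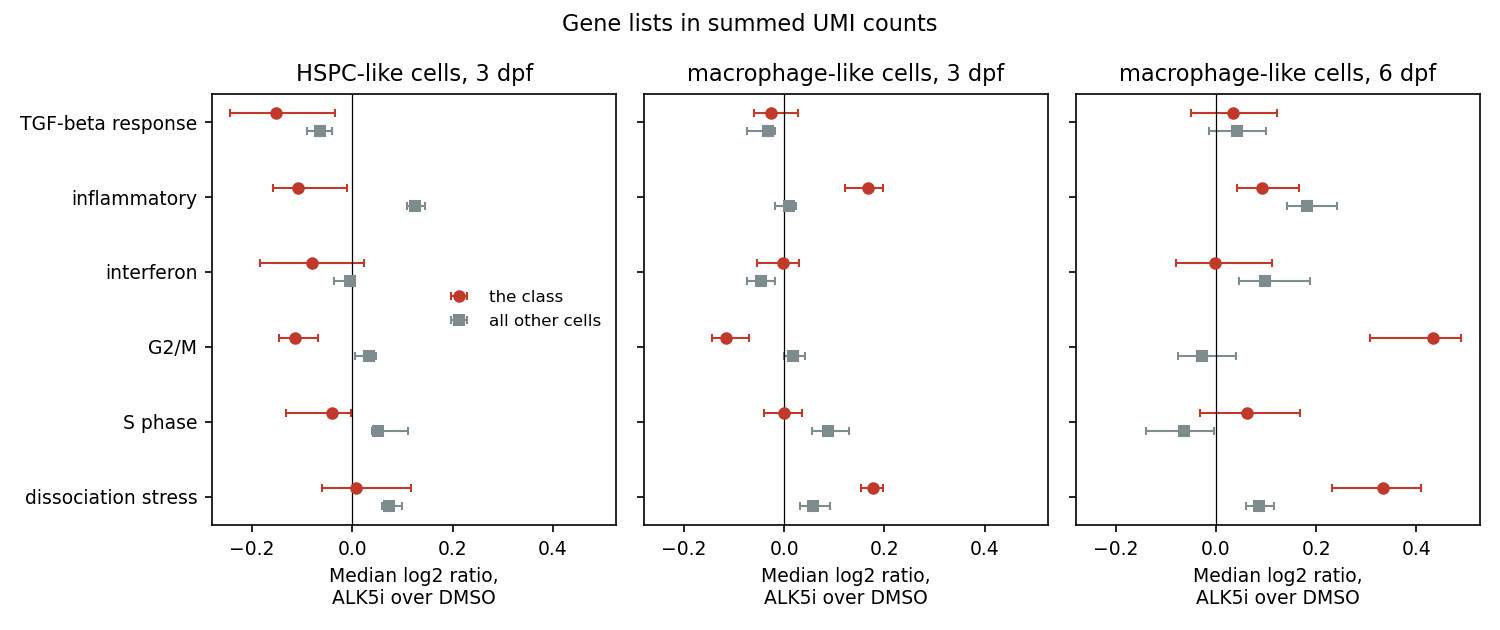
Median log2 ratio (ALK5i over DMSO) of 6 gene lists in UMIs summed over HSPC-like cells at 3 dpf, macrophage-like cells at 3 dpf and macrophage-like cells at 6 dpf (red), each beside all other cells of the same libraries (grey), with 95% Poisson intervals. The inflammatory list lies at 0.17 in macrophage-like cells at 3 dpf against 0.0095 in the other cells, and the G2/M list lies at 0.43 in macrophage-like cells at 6 dpf.

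Macrophage-like cells were the largest class at 3 dpf and were compared in the same way, a comparison that was added after the data had been seen. Sums were 27722439 UMIs (DMSO) and 18903022 UMIs (ALK5i), and the median of all 18048 genes was -0.034. The inflammatory list rose, with a median of 0.17 (65 members, 0.12 to 0.20), 50 members up and 15 down, at percentile 100, and all 12 alternatives were above 0. In all other cells it stood at 0.0095 (-0.019 to 0.023). The dissociation stress list rose as well, by 0.18 (0.15 to 0.20), against 0.057 in the other cells. With the cells divided into 3 equal groups by their share of stress-list UMIs, the inflammatory list stood at 0.11, 0.12 and 0.15, each with its interval above 0. It was above 0 beyond its interval in 7 of 9 sub-clusters, whose medians ran from -0.063 to 0.29. The TGF-β response list stood at -0.026 (-0.060 to 0.028), with a mean of 0.036 of the other sign. The interferon list stood at -0.0022 (-0.054 to 0.029) and the S phase list at 9.9e-05 (-0.040 to 0.035). The G2/M list stood at -0.12 (-0.14 to -0.069). Cycling cells were 5.88% and 6.02% after thinning, which left out 403 and 890 shallow cells. Unthinned, they were 10.7% and 8.51%. These shares lay below those of neuron-like cells, so they could not be told from background. That background itself rose by 3.11 points (0.61 to 5.61). Some dividing cells are not excluded: 1 macrophage-like cluster of 212 and 234 cells had the histone gene hist1h4l among its leading genes. The difference for macrophage-like cells after thinning, 0.14 points (-0.55 to 0.84), was not stable. It ran from -2.16 to 3.95 points over 9 alternatives, 2 of which moved it beyond its interval. Globin fell by 0.84. In all other cells the TGF-β response list stood at -0.033, interferon at -0.047, G2/M at 0.019, S phase at 0.088 and globin at -0.29.

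**Figure D4:**
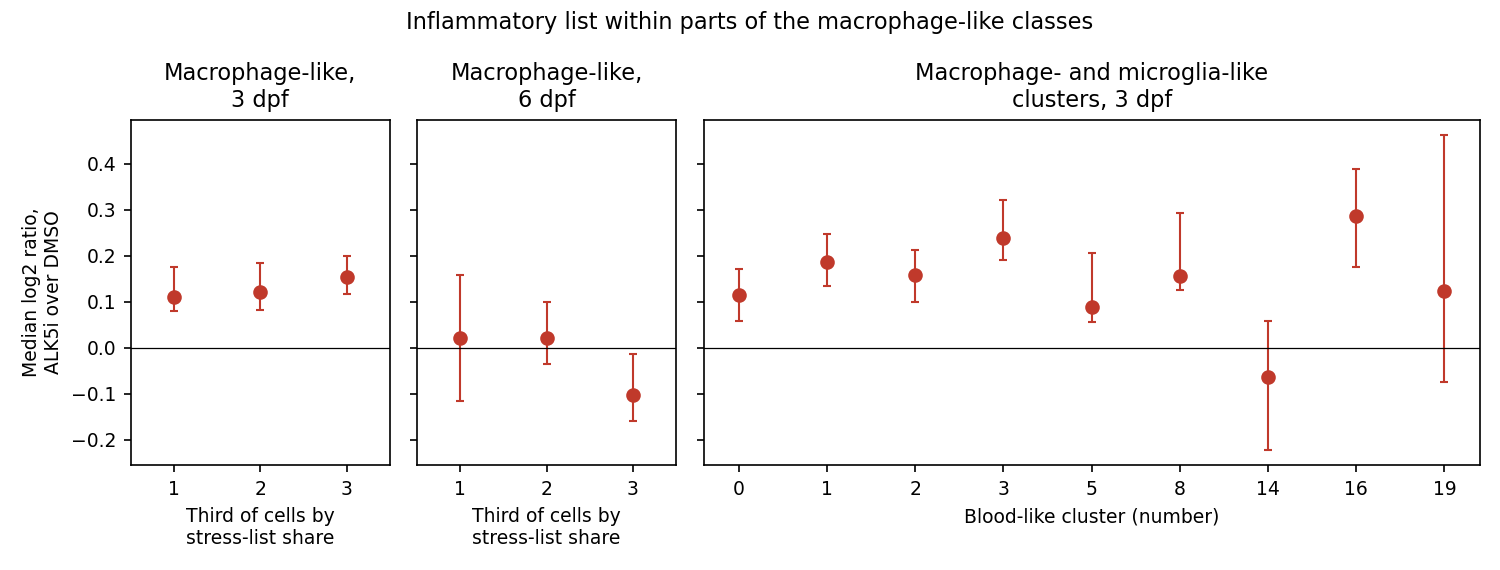
Median log2 ratio (ALK5i over DMSO) of the inflammatory list, with 95% Poisson intervals, in 3 equal groups of macrophage-like cells by stress-list share at 3 dpf and at 6 dpf, and in 9 macrophage- and microglia-like clusters at 3 dpf. At 3 dpf the groups lie between 0.11 and 0.15, and at 6 dpf the group with the highest stress-list share lies at -0.10.

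By the same rule, chemokine genes were among the largest rises in macrophage-like cells at 3 dpf. The ratio of ccl20a.3 (ENSDARG00000101040) was 1.31 (33.4 to 90.4 CPM, interval 1.21 to 1.42) and that of ccl35.2 (ENSDARG00000070378) 1.09 (228 to 492 CPM, 1.05 to 1.14). Outside the class they rose by 0.23 and 0.51. The remaining 3 highest were si:busm1-57f23.1 (147 to 370 CPM), bcl2l10 (44.2 to 102 CPM) and rdh10b (15.5 to 35.9 CPM). Within the inflammatory list, il12a (ENSDARG00000038878) rose most, from 204 to 451 UMIs (1.22, 1.06 to 1.39), and tnfaip2b was lowest at -0.67. Within the TGF-β response list, id1 (ENSDARG00000040764) was lowest, with 310 and 210 CPM (-0.55, -0.60 to -0.50) and 0.16 outside the class, and id2b was highest at 0.92. The lowest ratios of all were those of lyz (ENSDARG00000057789) at -1.45 (90.9 to 30.2 CPM), hbbe1.1 at -1.42, hbbe1.3 at -1.34, kcnab2a (ENSDARG00000087247) at -1.27 and hbbe1.2 at -1.09. A lyz UMI was present in 20.3% and 5.43% of macrophage-like cells and in 16.1% and 4.39% of cells that were not blood-like (median depths 1651 and 1296 UMIs), so both shares were near background.

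At 6 dpf the sort on mpeg1.1 mCherry was examined in the same way. The mpeg1.1 gene (ENSDARG00000055290) stood at 91.8 CPM (DMSO) and 114 CPM (ALK5i) in macrophage-like cells and at 4.44 and 6.38 CPM in cells that were not blood-like. Its log2 ratio in macrophage-like cells was 0.30 (0.12 to 0.47), and it was 0.50 outside them. A mpeg1.1 UMI was present in 44.0% and 49.4% of macrophage-like cells (median depths 10452 and 8788 UMIs) and in 0 of 302 and 1 of 156 neuron-like cells (2491 and 1762 UMIs). For mCherry, 47 and 31 UMIs fell in macrophage-like cells (7.22 and 8.07 CPM), against 17 and 9 UMIs (1.301 and 1.196 CPM) in cells that were not blood-like. Those 26 UMIs all came from 1 mixed cluster of 32 (DMSO) and 29 (ALK5i) cells with macrophage markers, which was kept out of the blood-like cells and stood at 51.8 CPM for mCherry and 104 CPM for mpeg1.1. The other clusters that were not blood-like had 0 mCherry UMIs, so the 1.301 and 1.196 CPM are not a background of free RNA, and the 4.44 and 6.38 CPM of mpeg1.1 include that cluster too.

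Macrophage-like cells were 30.8% of kept cells at 6 dpf with DMSO (609 cells, 28.7% to 32.8%) and 34.4% with ALK5i (405 cells, 31.6% to 37.1%), a difference of 3.59 points (0.17 to 7.04). Microglia-like cells within them were 1.97% (39 cells) and 4.33% (51 cells) of kept cells, a difference of 2.36 points (1.05 to 3.79). These 39 and 51 cells are a single cluster that is also the one richest in G2/M UMIs, led by ube2c and a histone gene. It carried 3 of 11 microglia markers against 2 for liver or intestine, so its name is uncertain. Macrophage-like cells without them, 28.8% and 30.0%, did not differ detectably. Blood-like cells as a whole were 34.7% and 41.1%, and macrophage-like cells were 88.6% and 83.7% of these (-4.97 points, -9.23 to -0.85). The direction for macrophage-like cells therefore depended on the denominator. Most other cells were of other tissues: epidermis-like cells were 12.3% and 15.5%, neuron-like cells 15.3% and 13.2%, and mesenchyme-like cells 11.8% and 9.08%. Kidney-like cells were found with DMSO (50 cells, 2.53%, 1.88% to 3.32%), and in the ALK5i library they were 0 of 1179, with an upper limit of 0.312%.

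The question of a lasting change in the inflammatory state of macrophage-like cells was asked at 6 dpf with the same lists. Sums were 6511478 UMIs (DMSO) and 3843016 UMIs (ALK5i), and the median of all 11216 genes was -0.020. The inflammatory list stood at 0.091 (61 members, 0.043 to 0.17), at percentile 99.9, with 39 members up and 22 down, and all 12 alternatives were above 0. It rose more in all other cells, by 0.18 (0.14 to 0.24), so the rise was not particular to macrophage-like cells. In 3 equal groups of cells by stress-list share the list stood at 0.020, 0.021 and -0.10, none above 0 beyond its interval. The third group was below 0 beyond its interval (-0.16 to -0.013), at percentile 0.605. The stress list itself rose by 0.33 (0.23 to 0.41), against 0.087 in the other cells. The interferon list stood at -0.0022 (30 members, -0.080 to 0.11), with a mean of 0.039 of the other sign, and rose by 0.098 (0.047 to 0.19) in all other cells. The TGF-β response list stood at 0.035 (24 members, -0.049 to 0.12), and at 0.042 (-0.013 to 0.10) in all other cells. In macrophage-like cells neither difference was detectable at this depth. Globin, with only 2 members counted, stood at 0.54 (0.30 to 0.77) and changed sign under 4 alternatives, and it stood at 0.93 in all other cells.

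Cycling macrophage-like cells at 6 dpf, thinned to 1000 UMIs, were 2.58% (15 of 582, 1.45% to 4.22%) with DMSO and 6.03% (24 of 398, 3.90% to 8.84%) with ALK5i, a difference of 3.45 points (0.77 to 6.48). Shallow cells left out numbered 27 and 7, and the unthinned shares were 10.0% and 16.3%. In neuron-like cells, the background, 1.85% and 0.80% were counted as cycling (5 of 270 and 1 of 125), so the DMSO share was not above background. The G2/M list rose by 0.43 (45 members, 0.31 to 0.49), with 43 members up, and stood at -0.028 (-0.075 to 0.041) in all other cells. Members may rise together in the same few cells, so the 43 are not independent, and the interval leaves out the spread between cells. The S phase list stood at 0.061 (-0.031 to 0.17), and at -0.063 (-0.14 to -0.0043) in all other cells. Within the cluster richest in G2/M UMIs (39 and 51 cells) the G2/M list fell by 0.36 (-0.55 to -0.16; 37 members), from 1303 to 1108 CPM, so the rise was not shared by all macrophage-like cells. Cycling cells were 8 of 39 and 12 of 51 there, and 7 of 543 (1.29%) and 12 of 347 (3.46%) in the other macrophage-like cells.

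The rule drew on 4884 genes in macrophage-like cells at 6 dpf. The gene rbp4 (ENSDARG00000101199) rose from 9.06 to 50.2 CPM (log2 1.97, 1.67 to 2.29), while the mean over cells gave only 1.09. Cells with an rbp4 UMI were 8.37% and 9.38%. Outside the class it rose by 0.41, at the far higher levels of 3460 and 4604 CPM. The next highest were mhc2a (ENSDARG00000031745) at 1.83, which rose by 1.49 outside the class, jdp2b at 1.52, the stress gene hsp70.1 at 1.51 and illr1 at 1.49. The lowest ratios were those of jac2 (ENSDARG00000056166), with 885 and 4 UMIs (-4.54, -4.80 to -4.29), and jac3 (ENSDARG00000098097), with 442 and 1 UMIs (-3.79, -3.96 to -3.59). All jac2 UMIs with DMSO came from 34 cells, and 70.6% of them from 10 cells, a spread between cells that its interval leaves out. BX649485.4 and BX649485.2 followed at -1.48 and -1.31, and nars1 at -1.17. The genes jac2, jac3, BX649485.4 and BX649485.2 lead a macrophage-like cluster of 82 (DMSO) and 49 (ALK5i) cells. The gene illr1 is also among the leading genes of that cluster, but it went the other way (22.1 to 71.3 CPM). Outside macrophage-like cells jac2 had 4 and 0 UMIs and jac3 5 and 2. The gene mhc2a leads a cluster of 4 and 15 cells, although 11.7% and 12.3% of macrophage-like cells had an mhc2a UMI. In the inflammatory list, ccl19a.1 rose most (25 and 76 UMIs, 1.49), and it also leads the cluster of 4 and 15 cells. In the G2/M list ube2c (ENSDARG00000114670) rose most, from 24.7 to 70.5 CPM (log2 1.35), and nusap1 was lowest at -0.087 (-0.49 to 0.30). The interferon gene isg15 rose by 1.16, and by 1.14 outside the class.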

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

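The tests chosen only after the result was seen were those of the whole library for both the inflammatory and the G2/M list, of depth for the G2/M list, of the sub-clusters for the cycling share, of the gata2b reporter counted under EYFP, and of free mCherry and free TCRbC2 RNA.

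The G2/M list moved in opposite directions in macrophage-like cells at the 2 stages: its median was -0.12 at 3 dpf and 0.43 at 6 dpf, a difference of 0.55. This drew attention because the same contrast went both ways, and the difference itself was not tested. At 6 dpf, higher depth of the ALK5i cells could not apply, since these macrophage-like cells were the shallower ones (8788 against 10452 UMIs), and the cycling share at equal depth differed by 3.45 points (0.77 to 6.48). A change of the whole library was argued against by a median of -0.028 (-0.075 to 0.041) in all other cells. A larger part of the sub-cluster richest in G2/M UMIs was argued against as the whole cause. Without it the list still rose, by 0.54 (0.42 to 0.65), although that sub-cluster held 6.40% and 12.6% of macrophage-like cells. Within it the list fell by 0.36 (-0.55 to -0.16), so the rise was seen in the other cells only. For the cycling share, the same cause was argued against only narrowly: without the sub-cluster the share still rose by 2.17 points (0.031 to 4.79), from 7 of 543 to 12 of 347 cells. A different mix of the other sub-clusters was not tested. Some of these differed in number, such as 1 of 4 (DMSO) and 15 (ALK5i) cells and 1 of 23 and 5 cells. At 3 dpf, less free RNA of cycling cells was argued against by a median of 0.027 (-0.033 to 0.094) in pigment cell-like cells of the same libraries. A lasting effect of the inhibitor on division at 6 dpf may be part of it, as a weak hypothesis. It rests on 15 and 24 cycling cells, of which the first number was not above the background share. The stages also differ in the sorted population and in library, so an effect of treatment and of a single library stay open.

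The inflammatory list also went both ways at 3 dpf: its median was 0.17 in macrophage-like cells and -0.11 in HSPC-like cells, a difference of 0.28. The difference itself was not tested, and the HSPC-like value changed sign under 4 alternatives. In macrophage-like cells, handling stress as the whole cause was argued against, since the list rose beyond its interval in 3 of 3 equal groups of cells by stress-list share. Another mix of macrophage sub-clusters was argued against, since the list rose beyond its interval in 7 of 9 of them. A change of the whole library was argued against by a median of 0.0095 (-0.019 to 0.023) in all other cells. A higher inflammatory state of macrophage-like cells about a day after the inhibitor was removed is therefore a hypothesis, found and tested on the same data. With 1 library per group, the embryo pool and the sort stay open, and there is no replicate to decide between them.

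Sequences that the comparisons of genes did not use gave signal at 3 dpf above the limit that a count of 0 allows. In the DMSO library these were EYFP at 772 CPM, mCerulean at 50.6 CPM, TCRbC2 at 13.4 CPM and mCherry at 10.0 CPM. For EYFP, 81.0% of DMSO cells with a gata2b UMI had at least 3 EYFP UMIs, against 5.57% of cells without one, and the shares with ALK5i were 80.5% and 4.98%. UMIs of the gata2b reporter may thus have been counted under EYFP while GFP stayed at 0. The sequences themselves were not analysed here. For mCerulean, 94.8% of the cells with a UMI also had an EYFP UMI, and there were between 5.37 and 6.52 mCerulean UMIs per 100 EYFP UMIs in 5 classes. This is consistent with reads of 1 transcript divided between related reference sequences. No biological explanation was tested for either.

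Free RNA was argued against as the whole source of mCherry UMIs at 3 dpf, which stood at 26.0 CPM in macrophage-like cells of the DMSO library and at 0.765 CPM in cells that were not blood-like. With ALK5i these were 27.1 and 0.821 CPM. Unnamed blood-like cells stood at 19.6 CPM (DMSO) and 7.36 CPM (ALK5i), and 1 unnamed cluster that also expressed mpeg1.1 (123 CPM) at 41.6 CPM over both libraries. The macrophage reporter may have been carried by the larvae of the gata2b sort as well, as a hypothesis. Free RNA was likewise argued against for TCRbC2, at 123 CPM in lymphoid-like cells against 1.13 CPM in cells that were not blood-like. Expression in lymphoid-like cells stays open as a hypothesis for it.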

How the results depend on the processing

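Alternatives named here as added were chosen only after the data had been seen: libraries matched in depth before clustering, cells with at least 3 EYFP UMIs in place of HSPC-like clusters, all clusters led by HSPC markers, and each alternative for the stress, globin, G2/M and S phase lists, for macrophage-like cells at 3 dpf and for shares of other classes. All others were chosen beforehand.

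Of 100 alternatives chosen beforehand for the main comparisons, 94 left the value within its counting interval, 4 moved it and 2 reversed it. Values near 0 changed sign within their intervals in 8 of the 94: in 3 for the cycling share of HSPC-like cells and in 5 for the interferon list at 6 dpf. Of 73 added ones, 54 left it so, 12 moved it and 7 reversed it. For other values, single genes included, 178 of 210 chosen beforehand and 183 of 222 added ones left the value within its interval. Of the 210, 31 moved the value and 1 reversed it, and of the 222, 34 moved it and 5 reversed it.

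The TGF-β response list in HSPC-like cells stayed below 0 in all 14 alternatives (-0.21 to -0.055), the HSPC-like share fell in all 9 (-3.36 to -0.54 points), although at resolution 2 its interval held 0 (-1.20 to 0.12), and the blood-like share rose in all 7 (2.90 to 6.40 points). The -3.36 came from cells with at least 3 EYFP UMIs, counted without thinning. Of these, 43.3% (DMSO) and 41.0% (ALK5i) were lymphoid-like and 31.7% and 33.4% HSPC-like, so it is not of HSPC-like cells alone. The inflammatory list rose in all 12 in macrophage-like cells at 3 dpf (0.13 to 0.23) and in all 12 at 6 dpf (0.078 to 0.12). The G2/M list at 6 dpf rose in all 12 (0.23 to 0.72), the cycling share of macrophage-like cells at 6 dpf in all 9 (2.46 to 4.35 points) and their share of cells in all 7 (2.52 to 4.55 points). Intervals held 0 for the cycling share with at least 1 G2/M UMI (2.99, -0.76 to 6.98) and with doublet calls kept (2.46, -0.080 to 5.32), and for the share of cells with at most 5% mt- UMIs (3.22, -0.24 to 6.71) and at resolution 0.5 (2.52, -0.87 to 5.95). The G2/M list in HSPC-like cells was below 0 in 13 of 14 (-0.12 to 0.19), but 8 of these moved it towards 0. The cycling share of HSPC-like cells ran from -1.95 to 3.38 points, and the interferon list stayed below 0 in HSPC-like cells (-0.20 to -0.042) and ran from -0.042 to 0.058 at 6 dpf. TMM and size factors moved the median of all genes by less than 0.1 in each class (0.033 to 0.096).

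A minimum of 1000 UMIs moved the blood-like share to 6.40 points and the stress list in HSPC-like cells to 0.14, and reversed the inflammatory list in HSPC-like cells to 0.054 and the S phase list to 0.029. Doublet calls kept moved the blood-like share to 2.90 points, and in HSPC-like cells the stress list to -0.074 and the globin list to -1.10, and reversed the globin list at 6 dpf to -1.31. Resolution 0.5 moved the stress list in HSPC-like cells to 0.14 and globin to -1.06, and reversed the inflammatory list there to 0.054, the G2/M list to 0.19 and the S phase list to 0.13. Resolution 2 reversed globin at 6 dpf to -1.32. At most 5% mt- UMIs reversed globin at 6 dpf to -1.35 and the S phase list in HSPC-like cells to 0.031. Centring within libraries moved the stress list in HSPC-like cells to -0.062. Matching in depth reversed the inflammatory list in HSPC-like cells to 0.0069 and globin at 6 dpf to -1.30. Cells with at least 3 EYFP UMIs moved the HSPC-like share to -3.36 points and the inflammatory list to -0.0025, and reversed globin to 0.46. Most of these cells were not HSPC-like. Counting all clusters led by HSPC markers reversed the inflammatory list to 0.059 and moved globin to -0.30, but this took in the 380 and 301 cells with 1 HSPC marker and mpeg1.1 at 123 CPM, so these values are not of HSPC-like cells alone. A pseudocount of 1 CPM moved the interferon list in HSPC-like cells to -0.20 and globin at 6 dpf to 1.49. Members with at least 1 UMI moved globin to -0.33 in HSPC-like cells and to 0.14 at 6 dpf. The mean over cells moved the TGF-β response list at 6 dpf to -0.066 and reversed rrm2 at 6 dpf to 0.23. TMM factors reversed the S phase list in HSPC-like cells to 0.0014. In the 4 settings that reversed globin at 6 dpf, 8 of its members had enough UMIs to be counted, against 2 in the reported value, so the median was taken over other genes. In all the other cases the cause was not tested.

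No paired analysis within a stage was possible because each group had replicate 1 only, and no test between treatments was made. Cell numbers were small at 6 dpf: cycling macrophage-like cells numbered 15 and 24, and kidney-like cells 50 and 0.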

Other observations

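The tests chosen only after the result was seen were those of free RNA for gch2, cyp1a, hbbe1.1 and the markers of other classes, of the whole library for the inflammatory list at 6 dpf and the TGF-β response list, and of the placing of kidney-like cells, and for cyp1a, the kidney-like cells, the share with at least 3 EYFP UMIs and the make-up of the EYFP-positive cells the reading of the test was set after a first look at the values.

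Fewer cells had an EYFP UMI in the ALK5i library at 3 dpf (10.9%, against 15.9%). Lower depth as the whole cause was argued against: after thinning to 1000 UMIs, which left out 4109 (DMSO) and 5029 (ALK5i) shallow cells, the shares were 12.6% and 10.7%, a difference of -1.87 points (-2.45 to -1.29). A larger part of other cells passing the sort cannot be told apart from a change in the cells. The make-up of cells with at least 3 EYFP UMIs differed beyond counting error in 2 of 7 classes: unnamed blood-like cells by 2.51 points (0.36 to 4.69), and cells that were not blood-like, where EYFP is near background, by -1.59 points (-2.56 to -0.60). The other 5 did not differ, and macrophage-like cells rose from 31.6% to 37.5% of kept cells, which goes with this explanation. Free EYFP RNA in the DMSO library may account for much of the difference: with at least 3 EYFP UMIs after thinning, 7.24% and 6.82% of cells differed by -0.42 points (-0.89 to 0.045).

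Several genes of other cell types were lower in the ALK5i library across classes at 3 dpf, which could reflect less free RNA in that library. The globin gene hbbe1.1 fell in each of 6 named classes examined other than erythroid-like, by at least 1.39 (ratios -1.84 to -1.39), from between 166 and 191 CPM to between 45.3 and 65.1 CPM. The xanthophore gene gch2 had a UMI in at least 64.7% of DMSO cells in each of 7 classes examined, pigment cell-like cells aside, up to 80.5%, and in 31.2% to 49.4% with ALK5i, where cells were also shallower; its CPM fell in each of these classes except erythroid-like. For lyz, cells that were not blood-like held 134 CPM in the DMSO library, more than the 60.7 CPM that macrophage-like cells lost. All of these tests were in favour of free RNA, so low ratios of such genes in HSPC-like or macrophage-like cells are not read as regulation. For the other marker sets in HSPC-like cells the evidence was divided: 3 of 5 sets were below 0 beyond their intervals (macrophage -0.37, neutrophil -0.21, erythroid -0.19), while microglia (-0.12) and pigment cell (-0.018) markers were not, so less free RNA and a change in the cells cannot be told apart for these sets.

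The fall of cyp1a was different. Free RNA as the whole cause was argued against, since cyp1a stood at 97.3 CPM in HSPC-like cells of the DMSO library, against 5.33 CPM in microglia-like, 13.4 CPM in neutrophil-like and 13.6 CPM in macrophage-like cells. Its ratio was below 0 in all 11 classes examined, from -2.17 in lymphoid-like cells (209 to 42.5 CPM) to -0.17 in epidermis-like cells, with -0.93 in pigment cell-like and -0.70 in neuron-like cells. The fall was thus not particular to HSPC-like and lymphoid-like cells. A change of the whole library, an effect of the inhibitor and a difference in the exposure of a single embryo pool all stay open as untested.

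The lower TGF-β response list in HSPC-like cells could not be assigned. Only 3 of its 29 members were at least as high in HSPC-like cells as in other cells, and over these the median was -0.12 (-0.34 to 0.14), too wide to decide on less free RNA. The other 26 members stood at -0.17. In all other cells the list fell by less, with -0.065 (-0.090 to -0.041), and the intervals overlapped. A change of HSPC-like cells, of the whole library and of free RNA therefore cannot be told apart, since too few members are carried mainly by this class.

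The higher inflammatory list in macrophage-like cells at 6 dpf is consistent with a technical cause. It rose beyond its interval in 0 of 3 equal groups of cells by stress-list share, and fell beyond it in the third (-0.10, -0.16 to -0.013), so more handling stress in the ALK5i library may explain it, and the list rose by 0.18 in all other cells, as a change of the whole library would give. However, the stress-list gene dusp2 was among the leading genes of a macrophage-like cluster beside tnfa, il1b and cxcl8a. Grouping by stress-list share may thus also remove a real inflammatory change, so the groups cannot tell the 2 apart. An effect of the inhibitor on all cells stays open as untested.

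Kidney-like cells were seen at 6 dpf in the DMSO library and not in the ALK5i library. Outside the kidney-like class, 2.28% (DMSO) and 3.05% (ALK5i) of cells had UMIs of at least 2 kidney markers, a difference of 0.77 points (-0.41 to 2.08). Had clustering placed all such cells of the ALK5i library elsewhere, a difference of 1.46 points was needed, which lies within that interval. Placing by clustering and a real absence cannot be told apart at this number of cells, and differences in how much kidney tissue entered the sort may also play a part.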
